A study of Mus musculus with 6 samples. Its data were reported in "DAZAP1 regulates the splicing of Crem, Crisp2 and Pot1a transcripts" (2013).

How the data were processed

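Total RNA from whole testes was measured on 6 Affymetrix Mouse Exon 1.0 ST arrays. Of these, 3 were from wild-type mice at postnatal day 21 (Wt P21). The other 3 were from adult mice homozygous for the Fn mutation of Dazap1 (Fn adult). The mice were of a mixed background of inbred strains. RNA was extracted with Trizol, amplified as cDNA and labelled with biotin. The labels call the samples of a group biological replicates, and each group holds 3.

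The deposited values are on the log2 scale, with 1 value per probe set and array for 229581 probe sets. The submitters' processing notes name genome build mm8, and the methods of the study name the EASANA system of GenoSplice Technology for its exon array analysis. The background correction and normalization that made the deposited log2 values are not stated. Array medians differed by up to 0.337 on the log2 scale, so the arrays were not forced to a common distribution over these probe sets. A rule set before the data were examined called for quantile normalization of values not yet normalized between arrays. Whether the deposited values had been normalized is not stated. The values were used as deposited, and quantile normalization was run as an alternative, which changed the balance of rises and falls. For arrays, their number limits the precision of every comparison.

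Probe sets were named from the array's annotation. Of the probe sets, 208397 carried 1 gene symbol, 3965 carried several and 17219 carried none, and only those with 1 symbol were assigned to a gene. Symbols were updated through a list of genes of assembly GRCm38.p6. Of 16299 array symbols, 14132 were current, 2124 were updated through a synonym and 43 were not matched. This gave 16277 named genes. No coordinates were used, and probe sets are given by their IDs because the annotation used here does not pair them with exon numbers. Dazap1 and Nol8 had no probe set carrying their symbol alone and are not analysed here, so the labels were not checked against the level of the mutated gene. The same list served for chromosome membership and neighbouring genes, and 38 genes had no chromosome name.

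The gene level was the median log2 value of the probe sets of a gene, for the 15107 genes with at least 3 probe sets. The splicing index of a probe set was its log2 value minus the gene level of its gene on the same array. Differences are Fn adult minus Wt P21. They were tested with linear models and moderated variances (lmFit and eBayes of limma 3.58.1, in R 4.3.3, with the packages data.table (version 1.17.8) and statmod (version 1.5.0)), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. A probe set, a gene or a splicing index was said to rise or fall where it passed this threshold. Counts are also given at a size of 1.5-fold, the size the study used. At the exon level, 91180 probe sets of 7354 genes were tested, those whose own mean and gene mean over the 6 arrays lay above the median probe set (8.99 on the log2 scale). The probe sets of Crem, Crisp2 and Pot1a and those of the mouse homologues of human DAZAP1 targets were read from the same test without this level filter, over 206594 probe sets, and again adjusted over the list alone.

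Lists of genes were tested with camera of limma, two-sided, with the preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 19 lists. Camera compares a list with all other genes, so its direction is relative to them. The lists were spermatogonia, early meiotic prophase, pachytene spermatocytes, haploid spermatids, Sertoli cells, Leydig cells and steroidogenesis, peritubular myoid cells, macrophages, endothelium, red blood cells, the piRNA pathway, telomere maintenance, p53 targets, meiotic division, splicing regulators, cholesterol synthesis, and 3 lists taken from the study (genes it followed up, mouse homologues of human targets, and its spliced targets). Of the 271 genes in these lists, 232 had a gene level. All X-linked and all Y-linked genes were tested the same way.

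The groups, tests, lists and most alternative settings were chosen before the data were examined. The genes named in the text followed a rule set at the same time. It took Dazap1, Crem, Crisp2, Pot1a and every gene of the lists taken from the study; the 12 genes that rose most and the 12 that fell most among those past the threshold with no overlap between the groups and a mean level above the median gene; up to 4 members of each list past the threshold with the largest change, or the 2 with the largest change where none passed; and up to 6 probe sets with the lowest and 6 with the highest splicing index difference among those past the threshold.

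The alternatives were quantile normalization of the deposited values, leaving out each array, the replicate number as a block, eBayes with trend and robust (for lists, camera with a variance trend), the mean in place of the median of probe sets, only brighter probe sets or genes, other level filters, diffSplice of limma, camera with an estimated correlation, and fry. A gene level computed without the probe set itself was added after the data were seen, because 1055 probe sets equalled their gene level on all arrays.

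The tests were tried on simulated data with the real genes and the spread of the real arrays. Of 50 genes changed per fold size, the gene-level test found 10% at 1.5-fold, 60% at 2-fold, 94% at 4-fold and 98% at 8-fold, with 7 false calls among 15107 genes. Of 50 changed probe sets per fold size, the exon-level test found 2% at 1.5-fold, 24% at 2-fold, 78% at 4-fold and 74% at 8-fold, with 9 false calls among 91414 probe sets. Camera found 50 of 50 lists of 15 genes shifted by 0.5 on the log2 scale and called 1 of 50 unshifted lists. The simulated genes varied independently of each other. Estimated correlations within the real lists ran from 0.0101 for macrophages to 0.871 for red blood cells, so this rate of false calls may not hold for them.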

Results

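Exon arrays carry short probe sets along the exons of each gene, so that the level of a gene and the use of its parts can be read from the same RNA. Testes of 3 wild-type mice at 21 days of age (Wt P21) were set against those of 3 adult Dazap1 mutant mice (Fn adult). The mutants were homozygous for the Fn allele, which, by the study, makes an aberrant DAZAP1 protein with an inserted segment. DAZAP1 is an RNA-binding protein found in many tissues and abundant in the testis, and spermatogenesis in the mutant arrests right before meiosis I. Young wild-type testes were taken by the study because their germ cells have reached similar stages. The groups differ in genotype and in age together, so no difference below can be assigned to either one.

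The median log2 value of an array was 8.90, 8.76 and 9.05 for the Wt P21 replicates and 9.10, 9.07 and 9.05 for the Fn adult replicates. Gene levels varied more among the Wt P21 arrays, with a median SD of 0.21, than among the Fn adult arrays, with a median SD of 0.11. Without Wt P21 replicate 3, the median SD of Wt P21 replicates 1 and 2 was 0.15. A median SD tends to be lower with fewer arrays, so this does not show how much of the spread came from replicate 3. Wt P21 replicate 3 had the highest median of its group. The list comparisons below of that array with its group use the deposited values unless stated, so they include this shift.

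The first comparison asked which genes differ in level between the groups. Glandular kallikreins, which are secreted serine proteases, stood among the largest rises in Fn adult testes: Klk1b22 went from a mean log2 level of 6.42 ± 0.39 (SD, n = 3) to 11.61 ± 0.24 (SD, n = 3). Its Wt P21 level lay under the lower quartile of the probe sets of each array, no background level is known here, and no fold is given for it. The other folds are as measured, with no background taken off. Those of Ces3, Nat8f5 and Serpina3g are uncertain, since their Wt P21 levels of 7.45, 7.48 and 7.62 lay near that quartile. Klk1b27, Klk1b11 and Klk1b24 rose by 3.81, 3.64 and 3.16 on the log2 scale. These kallikreins are near-identical copies, so the share of each in the signal is uncertain. The same may hold for Serpina3g below, since Serpina genes are near-identical copies in part. Ptgds, which makes prostaglandin D, was 14.4-fold higher, and Hsd17b3, the enzyme that turns androstenedione into testosterone, was 7.16-fold higher. The protease inhibitor Serpina3g, the methyltransferase Bhmt, the carboxylesterase Ces3, the secreted lipocalin Lcn2, the fatty acid receptor Cd36 and the acetyltransferase Nat8f5 were 13.3-fold, 12-fold, 11.9-fold, 11.2-fold, 9.86-fold and 8.50-fold higher.

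The largest falls were smaller. Ankar, an ankyrin and armadillo repeat gene, dropped from a mean log2 level of 11.27 ± 0.47 (SD, n = 3) to 9.38 ± 0.25 (SD, n = 3), which is 3.70-fold lower. Slc9c1, the sodium/proton exchanger of sperm, was 3.49-fold lower, and Ccdc42, a coiled-coil gene needed for the sperm tail, was 3.38-fold lower. Eps8l3, the testis anion transporter Slco6c1, 4930474M22Rik, the stress-activated kinase Mapk10, A26c3, Lypd11, the calpain Capn11, Ccdc87 and 1700010I14Rik followed, from 3.01-fold to 2.35-fold lower. Of these 12 genes, 10 lost the call without Fn adult replicate 1, with adjusted p values of 0.0582 to 0.195. Without Wt P21 replicate 1, Wt P21 replicate 2, Fn adult replicate 2 and Fn adult replicate 3, the number lost was 5, 6, 8 and 9, and with the mean of the probe sets A26c3 and Mapk10 lost it (0.0584 and 0.0644). Ankar and Ccdc42 passed in every setting run, as did each of the 12 genes that rose most wherever it had a value. Sizes varied: over these settings the log2 difference of Ccdc42 ran from -1.94 to -0.94 and that of Klk1b11 from 2.72 to 3.76. Each of the 12 genes that fell most had its highest Wt P21 level in replicate 3, so their folds depend in part on that array. Slc9c1 had levels of 9.84, 9.51 and 11.11 on Wt P21 replicates 1, 2 and 3. Its log2 difference ran from -2.12 to -1.32 over the settings, and that of Slco6c1 from -1.90 to -1.04. All 12 kept the call without Wt P21 replicate 3.

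Over all 15107 genes, limma called 1365 at an adjusted p under 0.05, of which 1227 were higher and 138 lower in Fn adult testes. Of these, 1125 also differed by over 1.5-fold, with 1005 higher and 120 lower. By size alone, 1678 genes differed by over 1.5-fold, 1265 of them higher and 413 lower. The groups did not overlap in 5221 genes, 34.6% of all, where chance gives 10%. At the level of single probe sets, 9292 were called, 8443 higher and 849 lower. The median difference over all genes was 0.07 on the log2 scale as deposited and -0.05 after quantile normalization, a shift of 0.12. After that normalization 1277 genes were called, 826 higher and 451 lower. Leaving out 1 array changed the number of called genes to 752 without Wt P21 replicate 2, 2821 without Wt P21 replicate 3, and 324, 477 and 415 without Fn adult replicates 1, 2 and 3. The number of called probe sets became 5193, 3374 and 19835 without Wt P21 replicates 1, 2 and 3, and 1420, 2391 and 1714 without Fn adult replicates 1, 2 and 3.

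The next question was which cell types and pathways of the testis these genes belong to. Markers of Leydig cells and of macrophages stood higher in Fn adult testes. Of 11 measured genes of Leydig cells, the source of testosterone, 8 rose, 1 fell and 2 did not pass, with a median difference of 0.80 on the log2 scale. Adjusted over the list alone, 9 rose and 1 fell. Besides Ptgds and Hsd17b3, Star, which brings cholesterol into mitochondria, was 4.31-fold higher and Cyp11a1, which makes pregnenolone from it, was 3.20-fold higher. The member that fell was Srd5a1, which reduces testosterone to dihydrotestosterone and whose level dropped by 1.12 on the log2 scale, and which was singled out after its value was seen. The list stood above other genes (camera, adjusted p = 4.34e-06; adjusted p = 0.398 with an estimated correlation).

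All 12 macrophage genes had higher values in Fn adult testes, with a median difference of 0.73 on the log2 scale. Of these, 9 rose and 3 did not pass over all genes, and 12 rose when adjusted over the list alone. Lysozyme (Lyz2) was 2.49-fold higher, the mannose receptor Mrc1 2.21-fold and the lysosomal protein Cd68 1.85-fold. The leukocyte phosphatase Ptprc went from a mean log2 level of 6.30 ± 0.17 (SD, n = 3) to 7.23 ± 0.09 (SD, n = 3), under the lower quartile of the arrays in both groups, so no fold is given. The list stood above other genes (camera, adjusted p = 4.74e-07; adjusted p = 0.0965 with an estimated correlation). Cd68 lost its call without Fn adult replicates 1, 2 and 3, with adjusted p values of 0.0996, 0.0849 and 0.0675. Read from its brighter probe sets only, Ptprc differed by 0.14 with an adjusted p of 0.451.

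Genes of cholesterol synthesis, which supplies steroid-making cells and membranes, stood higher as well. Of 14 measured, 9 rose, none fell and 5 did not pass, and 11 rose when adjusted over the list alone. The median difference was 0.90 on the log2 scale. The demethylase Cyp51 was 2.63-fold higher, the sterol oxidase Msmo1 2.53-fold, the cyclase Lss 2.20-fold and the farnesyl diphosphate synthase Fdps 2.07-fold. The list stood above other genes (camera, adjusted p = 3.56e-06; adjusted p = 0.58 with an estimated correlation). Fdps lost its call without Fn adult replicate 1 and without Fn adult replicate 2, with adjusted p values of 0.0611 and 0.0503.

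Sertoli cells nurse the germ cells. Of 16 measured Sertoli genes, 3 rose, 1 fell and 12 did not pass, and 5 rose and 1 fell when adjusted over the list alone. The iron carrier transferrin (Trf) was 2.12-fold higher, the X-linked gene Tsx 1.59-fold and clusterin (Clu) 1.55-fold. Amh, the hormone of the immature Sertoli cell, was 1.60-fold lower. The list's median difference was 0.30 on the log2 scale (camera, adjusted p = 0.0445; adjusted p = 0.682 with an estimated correlation). In Wt P21 replicate 3, 15 of the 16 genes lay below the mean of the other Wt P21 arrays, by a median of -0.25. The call of the list ended without Wt P21 replicate 3, Fn adult replicate 2 or Fn adult replicate 3, with adjusted p values of 0.605, 0.0596 and 0.0833. Without Fn adult replicate 1, Trf, Tsx, Clu and Amh had adjusted p values of 0.0518, 0.0845, 0.165 and 0.148. Without Fn adult replicate 3 they were 0.0505, 0.066, 0.135 and 0.113. The calls of Tsx, Clu and Amh ended without Fn adult replicate 2 too (0.0667, 0.107 and 0.0744), those of Clu and Amh without Wt P21 replicate 2 (0.0947 and 0.0751), and that of Amh without Wt P21 replicate 1 (0.0676).

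Peritubular myoid cells, endothelium and red blood cells did not pass as lists. No myoid gene of 8 passed. The median difference was 0.05 on the log2 scale while camera pointed downward (adjusted p = 0.791). The muscle filament gene Des had a difference of 0.40 with an adjusted p of 0.0926 and the calponin Cnn1 one of -0.36 with an adjusted p of 0.28. All 8 myoid genes were lower in Wt P21 replicate 3 than in the mean of the other Wt P21 arrays, by a median of -0.34, and without that array Cnn1 fell by 0.59 with an adjusted p of 0.0189. No endothelial gene of 9 passed (median 0.17 on the log2 scale, adjusted p = 0.791). The receptor Tek had a difference of 0.42 (adjusted p = 0.145) and the clotting factor Vwf one of 0.40 (adjusted p = 0.0941). Without Wt P21 replicate 3, Tek rose by 0.53 with an adjusted p of 0.0467, and with the mean of the probe sets Vwf rose by 0.40 with an adjusted p of 0.042. Of 2 measured red blood cell genes, Alas2, the first enzyme of heme synthesis in red cells, was 2.39-fold higher, and the list did not pass (median 0.43, adjusted p = 0.791). Adjusted over the list alone, no myoid or endothelial gene passed, and 1 red blood cell gene rose and 1 fell.

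Of the 4 germ cell lists, that of pachytene spermatocytes passed. Of 18 measured genes of pachytene spermatocytes, which are in mid meiotic prophase, 2 fell, none rose and 16 did not pass, and 3 fell when adjusted over the list alone. Piwil1, the PIWI protein of pachytene piRNAs, was 1.41-fold lower, and Ybx2, which binds and stores germ cell mRNA, was 1.51-fold lower. The median difference was -0.39 on the log2 scale (camera, adjusted p = 3.66e-06; adjusted p = 0.682 with an estimated correlation). All 18 genes were higher in Wt P21 replicate 3 than in the mean of the other Wt P21 arrays, by a median of 0.51. Without that array the median difference was -0.17 and the list still passed, with an adjusted p of 2.01e-04. Piwil1 and Ybx2 passed over all 6 arrays and lost the call without Fn adult replicate 1, with adjusted p values of 0.195 and 0.184, and without each other array except Wt P21 replicate 3. Ybx2 also lost it with the mean of the probe sets (0.0553).

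None of 23 measured genes of haploid spermatids passed, over all genes or adjusted over the list alone, and the list's median difference was 0.20 on the log2 scale (camera, adjusted p = 0.791). The protamine gene Prm1, which packs sperm chromatin, had a difference of 1.09 with an adjusted p of 0.0908, and the acrosome gene Acrv1 had one of 1.01 with an adjusted p of 0.27. In Wt P21 replicate 3, 20 of the 23 genes lay above the mean of the other Wt P21 arrays, by a median of 0.68. Without that array the list's median difference was 0.48 and its adjusted p 0.0096, Prm1 rose by 1.25 (adjusted p = 0.048) and Acrv1 rose by 1.77 (adjusted p = 3.57e-04). The other Wt P21 levels of Acrv1, 7.16 and 7.44, lay near the lower quartile of the arrays, so the size of its rise is uncertain. The study describes adult Fn testes as without haploid spermatids, and these RNA values do not show that spermatids were present.

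Of 16 measured genes of spermatogonia, the mitotic germ cells, 2 rose and 14 did not pass, and 2 rose and 1 fell when adjusted over the list alone. The stem cell factor receptor Kit was 2.11-fold higher and the transcription factor Etv5 1.37-fold higher. The list did not pass (median -0.14 on the log2 scale, adjusted p = 0.196). Etv5 lost its call after quantile normalization (adjusted p = 0.161), with eBayes trend and robust (0.0503) and without Wt P21 replicates 1 and 2 or Fn adult replicates 1, 2 and 3, with adjusted p values of 0.0784, 0.0677, 0.157, 0.15 and 0.158. None of 15 early meiotic prophase genes passed. Their median difference was 0.12 while camera pointed downward (adjusted p = 0.893). Msh5 and Prdm9, which act in recombination, had differences of 0.27 and 0.26, with adjusted p values of 0.279 and 0.288.

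**Figure D1:**
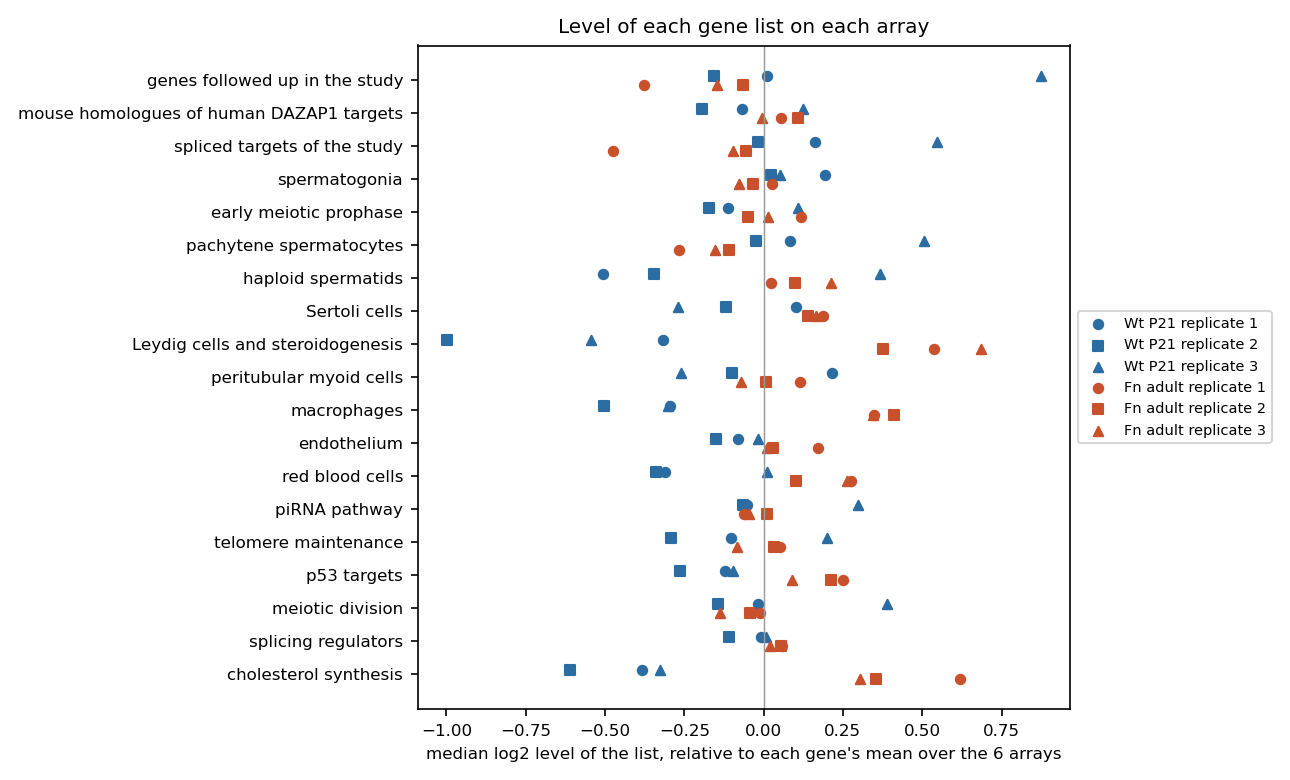
The level of each gene list on each of the 6 arrays: the horizontal axis gives the median over the genes of a list of the log2 level minus the gene's mean over all arrays, with Wt P21 in blue and Fn adult in red and a symbol for each replicate. The macrophage list lay between -0.50 and -0.30 on the Wt P21 arrays and between 0.34 and 0.41 on the Fn adult arrays, whereas for haploid spermatids Wt P21 replicate 3 (0.37) lay above every Fn adult array.

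Among the pathways, genes of meiotic division, the piRNA pathway and p53 targets passed as lists, with few single members past the threshold. None of 15 meiotic division genes passed singly. The mitotic kinase Plk1 had a difference of -0.67 (adjusted p = 0.0794) and cyclin Ccnb2 one of -0.42 (adjusted p = 0.0964). After quantile normalization Plk1 fell by 0.80 with an adjusted p of 0.0275. The list's median difference was -0.21 on the log2 scale (camera, adjusted p = 0.0225; adjusted p = 0.682 with an estimated correlation). The call ended without Wt P21 replicate 3 (median 0.00, adjusted p = 0.178) and without Fn adult replicate 3 (adjusted p = 0.0663), and with the mean of the probe sets (adjusted p = 0.0541). Of 13 piRNA pathway genes, 1 fell, Piwil1, and the list's median difference was -0.10 (camera, adjusted p = 0.0445; adjusted p = 0.682 with an estimated correlation). The piRNA call ended after quantile normalization (adjusted p = 0.0656), without Wt P21 replicate 3 (median 0.10, adjusted p = 0.266) and without Fn adult replicates 1 and 3 (adjusted p of 0.058 and 0.0769). In Wt P21 replicate 3, 14 of 15 meiotic division genes and 12 of 13 piRNA genes lay above the mean of the other Wt P21 arrays, by medians of 0.45 and 0.35.

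Of 14 p53 targets, the stress-response gene Sesn1 was 1.66-fold higher, and 13 did not pass. Adjusted over the list alone, 6 rose. The list's median difference was 0.44 on the log2 scale (camera, adjusted p = 0.0111; adjusted p = 0.461 with an estimated correlation). Sesn1 lost its call without Fn adult replicate 1 (adjusted p = 0.0752), and the list's median was 0.26 without Wt P21 replicate 2. Of 23 splicing regulators, 2 rose and 21 did not pass, over all genes and adjusted over the list alone, and the list did not pass (median 0.08, adjusted p = 0.791). The SR protein Srsf5 was 1.93-fold higher and the muscleblind protein Mbnl2 1.58-fold higher. Both lost the call without Fn adult replicates 1, 2 and 3. The adjusted p values were 0.139, 0.0951 and 0.099 for Srsf5 and 0.114, 0.063 and 0.0901 for Mbnl2. Srsf5 also lost it without Wt P21 replicate 1 (adjusted p = 0.0514), with the mean of the probe sets (0.0817) and from its brighter probe sets only (0.054), and Mbnl2 without Wt P21 replicate 2 (adjusted p = 0.0547). None of 11 telomere maintenance genes passed (median -0.04, mean 0.03, adjusted p = 0.791). Terf2ip and Tert, a telomere-binding protein and the catalytic part of telomerase, had differences of 0.33 and 0.30, with adjusted p values of 0.169 and 0.174. Without Wt P21 replicate 3, Terf2ip rose by 0.43 (adjusted p = 0.0447), and with the mean of the probe sets Tert rose by 0.36 (adjusted p = 0.0488).

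The study followed up 13 genes that it had found lower in other arrays of Fn testes, not in these samples. Those arrays set P21 Fn against P21 wild-type testes, and the genes came from those over 2-fold lower. The study also reported their lower expression in the mutant by real-time RT-PCR. Here the Fn testes were adult, so the values below do not repeat that comparison. Of the 13 genes, 12 had lower values in Fn adult testes here, and 2 fell. These were Piwil1, and Pxt1, a male germ cell gene of the peroxisome, which was 1.96-fold lower. Adjusted over the list alone, the number was also 2. The median difference was -0.45 on the log2 scale (camera, adjusted p = 2.31e-04; adjusted p = 0.682 with an estimated correlation). The other members did not pass. Spata16, Ccna1, Nlrp14, Crem, Haspin and Ovol1 had differences of -0.87, -0.78, -0.74, -0.69, -0.45 and -0.43, and Psme4, Tdrd7, Tesk1 and Creb3l4 had differences of -0.19, -0.17, -0.11 and -0.06. Tssk2, a kinase of spermatids, had a difference of 0.49. All 13 genes were higher in Wt P21 replicate 3 than in the mean of the other Wt P21 arrays, by a median of 0.82, and without that array the median difference was -0.14 with an adjusted p of 0.034. Without that array Tssk2 rose by 1.09 (adjusted p = 0.00238) and the values of Creb3l4, Tdrd7 and Tesk1 were 0.48, 0.10 and 0.10. The other Wt P21 levels of Tssk2, 6.69 and 6.51, lay under the lower quartile of the arrays, so the size of its rise is uncertain. Without Fn adult replicate 1, Piwil1 and Pxt1 had adjusted p values of 0.195 and 0.194, and Pxt1 had 0.13 without Wt P21 replicate 2 and 0.158 without Fn adult replicate 3. Read from its brighter probe sets only, Ccna1 fell by 0.90 with an adjusted p of 0.0444.

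The arrays were made to ask which transcripts are spliced differently when DAZAP1 is altered. At the exon level, 13 of 91180 probe sets were called, 10 lower and 3 higher relative to their genes, in 11 genes. All 13 differed by over 1.5-fold. The strongest was a probe set of Rplp0, a protein of the large ribosomal subunit (probe set 4369920), whose log2 value went from 8.52 ± 0.20 (SD, n = 3) to 13.33 ± 0.09 (SD, n = 3) while the gene level did not pass (difference 0.34, adjusted p = 0.176). Its splicing index rose by 4.47 (adjusted p = 6.5e-05). The Fn adult value lay above the levels (12.87 to 12.88) that only the brightest 1% of probe sets of those arrays exceeded, and 11 of the 16 probe sets of Rplp0 had Wt P21 means above 12, where differences can be compressed, so the size of the rise is uncertain. The other higher ones were probe sets 4794250 of the kallikrein Klk1b5, by 2.80, and 4520569 of the ammonium transporter Rhbg, by 1.10. The Klk1b5 probe set itself differed by 3.135 while its gene level did not pass (difference 0.34, adjusted p = 0.273). Kallikreins are near-identical copies, so the share of Klk1b5 in that signal is uncertain and a change within Klk1b5 is not shown. The lowest were probe set 4972565 of Ces3, with a difference of -3.84, 4553000 of Rhbg with -2.63, 4416080 of Crisp2 with -2.44, 4575035 of the matrix gene Spon1 with -1.78, 4441439 of complement C3 with -1.66 and 5185512 of the class II antigen gene H2-Aa with -1.53.

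At an unadjusted p under 0.05 there were 7479 probe sets, and 1179 probe sets in 825 genes differed by over 1.5-fold by size alone, and 323 genes did so at both levels. In 7 of the 13 called probe sets the splicing index was lower while the gene level was over 1.5-fold higher. In Ces3, Rhbg (4553000) and C3 among them, the probe set differed by -0.27, -0.07 and 0.01 and the gene by 3.57, 2.56 and 1.66. Leaving out 1 array left a single called probe set, that of Rplp0, except without Wt P21 replicate 1, where 2 passed, the other being 5156973 of Ccdc42, named here after its value was seen. The count was 76 with eBayes trend and robust, 128 against the gene mean, 368 with diffSplice and 103 with the gene level computed without the probe set itself. It was 1 with the replicate number as a block, 1 with the level filter at the upper quartile and 1 among genes under 2-fold at the gene level.

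Crem, Crisp2 and Pot1a were the spliced genes of the study. Crem encodes the transcription factor CREM of the germ line, Crisp2 a secretory protein of the sperm, and Pot1a a protein that caps telomeres. The study chose Crisp2 and Pot1a on these samples, so the values here are not independent evidence for these genes. In Crisp2, 1 of 10 probe sets (4416080) stood apart: its splicing index was -1.43 ± 0.23 (SD, n = 3) in Wt P21 and -3.87 ± 0.21 (SD, n = 3) in Fn adult testes, 5.44-fold lower, while the differences of the other 9 lay between -0.25 and 0.20. Of the 10 probe sets 7 had Wt P21 means above 12 on the log2 scale, near or above the levels (12.86 to 12.92 in Wt P21) that only the brightest 1% of probe sets exceeded, where differences can be compressed, so the gene level and the size of the index are uncertain. The dimmer probe sets 4495901 and 4790896 had differences of -0.65 and -0.58 in level, against -2.84 for 4416080. In Pot1a, 1 of 19 probe sets (4975633) had a splicing index of -1.01 ± 0.45 (SD, n = 3) in Wt P21 and -2.63 ± 0.10 (SD, n = 3) in Fn adult testes. Its Fn adult level of 6.69 lay under the lower quartile of each array, so no fold is given and the size of the difference is uncertain. In Crem, none of 11 probe sets stood apart in this way. The highest difference was 0.73 (probe set 4696244, unadjusted p = 0.0366) and the smallest p was that of probe set 5142480, with a difference of 0.47. The study found Crem by PCR and saw no obvious fall of its exon on the exon arrays. In the simulated data the exon-level test found 2% of 1.5-fold changes, so these values do not speak against a small change in Crem.

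Over all probe sets without the level filter, limma called 0 of the 40 probe sets of these genes. The adjusted p was 0.053 for the Crisp2 probe set, 0.155 for the Pot1a one and 0.318 for the smallest of Crem, and 1, 1 and 2 probe sets had an unadjusted p under 0.05. Adjusted over the list alone, 2 passed, Crisp2 4416080 (adjusted p = 1.87e-04) and Pot1a 4975633 (adjusted p = 0.0069), and Crem had none (smallest adjusted p = 0.0891). With the level filter the Crisp2 probe set passed (adjusted p = 0.0378), and it did not without single arrays, with adjusted p values of 0.0775 (Wt P21 replicate 3) to 0.547 (Fn adult replicate 1). With the replicate number as a block it did not pass either (adjusted p = 0.14). Over all probe sets it passed after quantile normalization (adjusted p = 0.0406), with eBayes trend and robust (0.017) and against a gene level without the probe set itself (0.0108), and both it and the Pot1a probe set passed against the gene mean (0.00892 and 0.0219) and with diffSplice (3.9e-08 and 4.95e-09). At the gene level Crem, Crisp2 and Pot1a did not pass, with differences of -0.69, -0.40 and 0.06 and adjusted p values of 0.1, 0.24 and 0.838, nor did they as a list (median -0.40, adjusted p = 0.135). After quantile normalization Crem fell by 0.80 with an adjusted p of 0.0425, and Pot1a had a difference of -0.10. All 3 genes had higher levels in Wt P21 replicate 3 than in the mean of the other Wt P21 arrays, by a median of 0.52. Without that array the median difference of the list was -0.23. Over the settings run, Crem ranged from -0.87 to -0.42 and Crisp2 from -0.65 to -0.23.

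**Figure D2:**
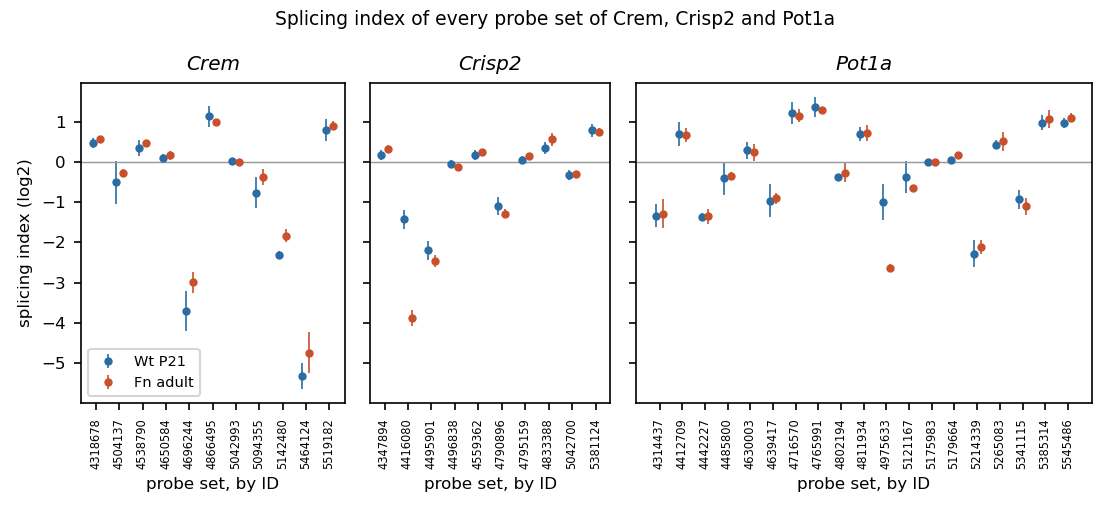
The splicing index (log2 value of a probe set minus its gene level) of every probe set of Crem, Crisp2 and Pot1a, ordered by ID, which is not their order along the gene; points are means and bars SDs of 3 arrays, Wt P21 in blue and Fn adult in red. The groups part by -2.44 at probe set 4416080 of Crisp2 and by -1.62 at 4975633 of Pot1a, and both sizes are uncertain, through bright probe sets in Crisp2 and a low Fn adult level in Pot1a.

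Mouse homologues of putative human DAZAP1 targets were examined at the exon level because excess DAZAP1 reportedly raises exon inclusion in the human transcripts. The study had already looked at these homologues and saw no exon-level difference in its own exon array analysis. By RT-PCR it saw similar splicing of them in wild-type and Fn testes. The same held in embryonic fibroblasts of wild-type and Dazap1 null mice. Of the 6 asked for, 5 were measured (Coro6, Sf1, Anks3, Zbtb17 and Lamp1), with 90 probe sets. With limma, 0 of these were called over all probe sets and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 8, of which 6 belonged to the splicing factor Sf1 and 1 each to Anks3 and Zbtb17. The largest was probe set 4334808 of Sf1 with a difference of -0.61, the only one of over 1.5-fold. With diffSplice this probe set was called (difference -0.48, adjusted p = 0.0384). At the gene level none of the 5 passed. Coro6, Sf1, Anks3, Zbtb17 and Lamp1 had differences of 0.09, 0.04, 0.30, -0.04 and 0.12. As a list they did not pass (adjusted p = 0.799). All 5 were higher in Wt P21 replicate 3 than in the mean of the other Wt P21 arrays, by a median of 0.25. After quantile normalization this median was 0.08, so most of it went with the level of the whole array.

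The sex chromosomes are silenced in pachytene spermatocytes, the stage that both groups hold, and their genes were compared as sets. X-linked genes stood higher in Fn adult testes: the median difference of 511 genes was 0.34 on the log2 scale, against 0.06 for 14554 autosomal genes, and 79.3% were above 0 against 58% of autosomal genes. Of the X-linked genes 107 were called higher, or 20.9%, and 4 lower, against 7.66% of autosomal genes called higher. The medians of single autosomes lay between 0.02 and 0.10. The X-linked set stood above other genes (camera, adjusted p = 2.19e-08; adjusted p = 0.2 with an estimated correlation). The difference between X-linked and autosomal medians was 0.28, and 0.19 without Wt P21 replicate 3. The 4 measured Y-linked genes had a median difference of 0.52 (adjusted p = 0.0278; adjusted p = 0.2 with an estimated correlation), and 1 of them rose.

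**Figure D3:**
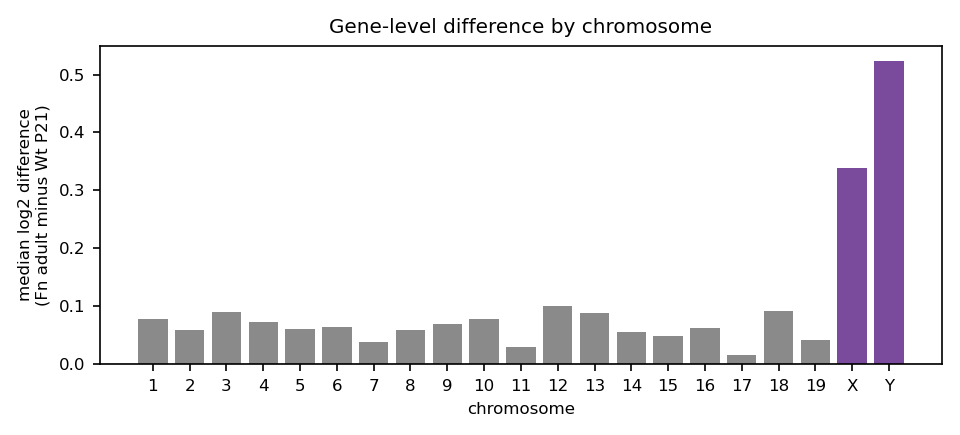
Median gene-level difference (log2, Fn adult minus Wt P21) of the genes of each chromosome, with the autosomes in grey and the sex chromosomes in purple; bars start at 0. The X chromosome (0.34, 511 genes) and the Y chromosome (0.52, 4 genes) stood above the autosomes, of which the highest was 0.10.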

Values the study reported

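The study reported expression changes of 1706 genes at the gene level and of 918 genes at the exon level, at over 1.5-fold, with 418 genes changed at both levels. It tested 12 genes from the exon level and saw aberrant splicing in 2 of them, Crisp2 and Pot1a. By PCR, Crem exon 4 was included in 89.8 ± 8.0% of transcripts in P21 wild-type testes and in 63.8 ± 1.5% in adult Fn testes. Inclusion of Crisp2 exon 9 was 100% in P21 and in adult wild-type testes and 14.6 ± 0.8% in adult Fn testes. Inclusion of Pot1a exon 4 was around 79% in wild-type testes of each age and 30.6 ± 1.3% in adult Fn testes. In P21 Fn testes the study also reported lower inclusion of each of these exons than in P21 wild-type testes.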

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

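The gene level computed without the probe set itself was chosen only after the data were seen, and the other settings here were set before. Differences are log2 values, Fn adult minus Wt P21, and counts are of calls at an adjusted p under 0.05. Where a value below changed, the cause was not tested, except that leaving out an array leaves fewer samples. The settings meant for the level of Dazap1 were not run, because no probe set carried its symbol alone, and the red blood cell list had no value with brighter probe sets only. Signal over background limits the exon level, where probe sets and genes under the median level were left out of the count in the report.

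The number of called probe sets was 9292 and ranged from 1420 to 19835 when single arrays were left out, and that of called genes was 1365 and ranged from 324 to 2821. The mean of the probe sets gave 2243 genes. The other settings without a block gave 1006 to 1416 genes and 7283 to 12606 probe sets. At the exon level the count of 13 became 1 to 2 when single arrays were left out, 76 with eBayes trend and robust, 128 against the gene mean, 368 with diffSplice, 1 with the level filter at the upper quartile, 1 among genes under 2-fold at the gene level, and 103 with a gene level computed without the probe set itself. Of the calls after quantile normalization, 13 of 17 were those of the report, as were 13 of those called with trend and robust, with diffSplice and without the probe set itself, and 8 of the 128 against the gene mean. Without a level filter 16 were called, 2 of them shared. For Crem, Crisp2 and Pot1a the count of 0 became 1 after quantile normalization, 1 with trend and robust, 2 against the gene mean, 2 with diffSplice and 1 without the probe set itself. For the homologues it became 1 with diffSplice. The number of lists past the threshold was 9, became 0 with an estimated correlation and ranged from 6 to 9 when single arrays were left out. Fry asks whether a list changed at all, where camera sets it against other genes, so its 4 lists (Leydig cells, macrophages, p53 targets, cholesterol synthesis) answer another question and cannot be set against the 9. The X-linked median of 0.34 lost its call with an estimated correlation (0.34, adjusted p = 0.2), which leaves the value itself as it was, and kept it in the other settings, with medians of 0.21 to 0.35.

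The direction of a test turned only for genes and lists that passed in neither setting. After quantile normalization Pot1a, Coro6 and Sf1 were at -0.10, -0.032 and -0.033, and with the mean of the probe sets Pot1a and Sf1 were at -0.0088 and -0.11. Des was at -0.13 with brighter probe sets. When single arrays were left out, the ranges were -0.096 to 0.16 for Pot1a, -0.44 to 0.48 for Creb3l4, -0.34 to 0.10 for Tdrd7, -0.31 to 0.10 for Tesk1, -0.11 to 0.075 for Zbtb17 and -0.016 to 0.096 for Sf1. The lists are given by their medians, while the direction that turned was that of the test, which for fry is that against no change and not against other genes. These were haploid spermatids (0.15 without Wt P21 replicate 1 and 0.16 without Fn adult replicate 3, in a range of 0.040 to 0.48), myoid cells (0.14 without Wt P21 replicate 1, in a range of -0.096 to 0.14, and 0.047 with fry), early meiotic prophase (0.21 without Wt P21 replicate 3, 0.092 without Fn adult replicate 2, in a range of 0.015 to 0.21, and 0.12 with fry), telomere maintenance (0.12 without Wt P21 replicate 3, in a range of -0.12 to 0.12, and -0.041 with fry), endothelium (0.13 without Fn adult replicate 1, in a range of 0.11 to 0.20, and 0.11 with brighter probe sets), homologues (0.055 with the mean, 0.079 with brighter probe sets) and splicing regulators (0.083 with brighter probe sets).

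The groups share replicate numbers in the labels, and the sample descriptions share a code between arrays of the same number without saying what it marks. Deviations from the group means correlated between arrays of the same number with r = 0.24, -0.11 and -0.015 across genes, which are not independent replicates, and not every array correlated best with its own number, so the numbers were not taken to pair the arrays. With the replicate number as a block, 5338 probe sets, 1031 genes, 9 lists and 1 probe set at the exon level were called. Under the block, 5 of the 23 called list genes named outside the largest rises and falls (Piwil1, Etv5, Ybx2, Amh and Clu) had adjusted p values of 0.0522 to 0.0925, and 8 of the 9 named probe sets, that of Crisp2 (0.14) among them, had 0.14 to 0.478. Prm1 passed under the block (adjusted p = 0.0273).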

Other observations

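The gene families below, the tests on Wt P21 replicate 3, the test of the chromosome of called genes and that of probe sets against their gene level were chosen only after the result was seen, as was the interval of the X-linked excess. The other tests on X-linked genes, that of the probe sets near Dazap1 and those on splits were set before.

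Among 273 families of at least 8 measured genes sharing a symbol stem, 12 stood apart from other genes with camera at its preset correlation and 0 with an estimated one. The aldehyde dehydrogenases (Aldh) stood higher in Fn adult testes, with a median difference of 0.73 on the log2 scale and 12 of 19 genes past the threshold (adjusted p = 3.03e-06), and their median was 0.65 after quantile normalization. The kallikreins (Klk) had a median of 1.63 with 11 of 19 past the threshold (adjusted p = 1.3e-05; 1.5 after quantile normalization), and the Serpina protease inhibitors 0.44 with 7 of 15 (adjusted p = 0.0384; 0.33 after quantile normalization). Members of Klk and Serpina are near-identical copies in part, so their number is uncertain, and without Wt P21 replicate 3 the Serpina family had an adjusted p of 0.0849. Lower medians were those of the Cfap family of cilia and flagella associated proteins, with a median of -0.45 and 1 of 17 genes past the threshold (adjusted p = 5.58e-05; -0.54 after quantile normalization and -0.23 without Wt P21 replicate 3), and of the Ift family, which carries cargo along cilia, with -0.26 and 0 of 14 (adjusted p = 0.0175; -0.41 after quantile normalization, and adjusted p = 0.164 without Wt P21 replicate 3). The other families that stood apart were Olfr, Krt, Col, Ccdc, Vmn, Prss and Krtap, with medians between -0.20 and -0.07. Vmn and Krtap did not pass after quantile normalization (adjusted p = 0.154 and 0.0683), and Ccdc did not pass without Wt P21 replicate 3 (median 0.03, adjusted p = 0.0881).

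Wt P21 replicate 3 stood apart from the other Wt P21 arrays, with the haploid list higher by a median of 0.68, the pachytene list by 0.51 and the spermatogonia list at -0.04. After quantile normalization the pachytene and spermatogonia lists were at 0.301 and -0.247. The tables argue against array scaling, since the haploid list stayed 0.509 higher after quantile normalization, and against RNA from the Fn adult testes, since the pachytene list is lower in those than in replicate 3 (median -0.63). Admixture of adult or mutant testis RNA of another kind was not decided: the 12 genes that rose most were 0.139 higher in replicate 3, a value between the bounds set for either outcome. That value is on the deposited scale, where replicate 3 had a median of 9.05 and the other Wt P21 arrays 8.9 and 8.76. It therefore does not show a rise of these genes beyond that of the whole array. A further advanced first wave of spermatogenesis stays open too and may account for it, but the value at hand, haploid minus spermatogonia 0.72 higher in replicate 3, comes from the lists on which the pattern was seen and does not test it. The labels give the same age for all 3 mice.

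X-linked genes stood above autosomal genes in Fn adult testes. The tables argue against the expression level of X-linked genes as the cause, since 0% of 10000 lists of autosomal genes matched on level reached their median (highest 0.11), and against array scaling, since the excess was 0.269 after quantile normalization. They also argue against the genes that set Wt P21 replicate 3 apart as the whole cause: with that array left out and autosomal genes matched on level and on its departure, the excess was 0.168 (95% bootstrap interval over genes 0.139 to 0.207). Genes are not independent replicates, and the call ended with an estimated correlation (adjusted p = 0.2). Genotype, age and a change in the share of somatic cells, which do not silence the X chromosome, stay open and were not tested apart.

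Single probe sets moved apart from their genes, most of all that of Rplp0, of which 11 of 16 probe sets had a Wt P21 mean log2 value above 12. In mice of a mixed background a segment of the other parental strain linked to Dazap1 may change how probes bind, but the tables argue against it for the called probe sets, since 0% of their genes (0 of 10, with Ces3 not placed) lie on its chromosome. The share of strongly moved probe sets near Dazap1 (0 of 1161, with 0% of windows lower) decides nothing, since 45.5% of 1079 such windows also had none, and strain variants elsewhere in the genome stay open. Probe sets that do not follow a changed gene could account for part of the calls, since 30.8% (4 of 13) changed by under 1.5-fold while their gene changed by over 1.5-fold, a share between the bounds set for either outcome. The probe sets of Crisp2 and Rplp0 themselves differed, by -2.84 and 4.81, so this does not cover them, although 7 of 10 probe sets of Crisp2 also lay above 12. Klk1b5 has near-identical copies among the kallikreins, and whether its called probe set reads them was not tested. Altered splicing stays open, and these arrays cannot part genotype from age. For its Crisp2 exon, the study reported by PCR full inclusion in adult wild-type testes and a fall in P21 Fn testes. Age alone does not account for that fall. The study's own array analysis also had that exon under-represented in Fn testes. In a minigene in cultured cells, added DAZAP1 raised its inclusion, while the minigene was spliced similarly in wild-type and Dazap1 null fibroblasts. Whether the called probe set covers that exon is not known here.

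The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. In each of the 5 results tested so, 1 split, the real one, reached the real value. The real split called 9292 probe sets, 1365 genes and 13 probe sets at the exon level, where the highest of the other splits called 0, 0 and 1. It called 9 lists where another split called 7, and gave an X-linked excess of 0.278 where the highest other was 0.132. Every other split holds arrays of both groups on each side, so a difference between the groups adds to its spread and lowers its counts. Low counts there are therefore no measure of chance.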
